A study of Arabidopsis thaliana with 24 samples (genomic DNA). Its data were reported in "Dynamic DNA methylation reconfiguration during seed development and germination" (2017).

How the data were processed

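MethylC-seq libraries were analysed from 24 samples of *Arabidopsis thaliana*, 12 of Col-0 and 12 of the *ros1 dml2 dml3* (*rdd*) triple mutant, with 2 replicates of dry seed and of seeds or seedlings at 0, 1, 2, 3 and 4 DAI. Genotype, stage and replicate number were taken from the sample titles.

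The authors extracted DNA by a CTAB method, prepared libraries with methylated adapters after sonication, converted them with bisulfite and sequenced them on an Illumina instrument. Reads were mapped by the authors to the C-to-T converted TAIR10 genome, and the version of the aligner is not stated. The deposited values are counts: for each listed cytosine, the number of methylated base calls and the total number of base calls, capped at 100, with 1 library per file and no pooling of replicates. Only cytosines that the authors called methylated are listed. Unmethylated cytosines are missing, so the weighted methylation level and the root mean square test used in the study cannot be computed from these files. Every listed position matched a cytosine of the stated context in the reference given here, whose nuclear chromosomes have the coordinates of TAIR10.

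The call made by the authors depends on coverage and differs between samples. In CHH, 2 methylated base calls were enough up to a coverage between 4 and 12 depending on the sample, and in CHG up to between 11 and 19. A sample with a lax threshold lists more weakly methylated sites. Coverage was also spread unevenly between genes and the rest of the genome. The depth outside genes over that in genes ranged from 0.90 in *rdd* dry seed replicate 2 to 1.66 in Col-0 0 DAI replicate 1, which can shift a genome-wide level without any change in methylation.

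The level of a context was computed as the methylated base calls at listed cytosines with a coverage of at least 5, divided by the number of cytosines of the context on chromosomes 1 to 5 (5567714 CG, 6093647 CHG and 31198155 CHH) and by the usable depth. The usable depth is the total coverage, with the same minimum, per constitutive CG site, and 1440172 CG sites listed in at least 20 of the 24 samples were taken as constitutive. The usable depths of replicates 1 and 2 in Col-0 were 8.52 and 5.34 in dry seed, 7.98 and 5.23 at 0 DAI, 4.79 and 4.93 at 1 DAI, 5.58 and 3.37 at 2 DAI, 4.42 and 3.75 at 3 DAI, and 5.52 and 4.78 at 4 DAI. In *rdd* they were 8.63 and 4.46 in dry seed, 6.89 and 5.14 at 0 DAI, 6.03 and 3.58 at 1 DAI, 5.06 and 3.27 at 2 DAI, 5.93 and 4.91 at 3 DAI, and 6.38 and 4.51 at 4 DAI. With so many calls, counting error is small beside the difference between replicates. In CHH windows with at least 20 calls, the chi-square between the replicates of a group was 7.3 to 21.9 per degree of freedom, so no pair of files looks like a single library entered again. CWA cytosines numbered 8760709. Pericentromeres were defined from the annotation as 100-kb bins with under 35% of bases in genes, averaged over 5 bins, and make up 19.6% of the genome.

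Slopes over days were tested with 100000 permutations of the days within genotype. Differences between stages and between genotypes were tested with exact permutation tests, stratified by genotype or by stage. The Benjamini-Hochberg adjustment covered the 11 genome-wide tests. For windows, methylated base calls in 1-kb windows with at least 50 calls over the 24 samples were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3), with the log of the usable depth as offset, group means for contrasts of stages and an additive design of stage and genotype for *rdd* against Col-0. A window was called changed at a Benjamini-Hochberg FDR under 0.01 and an absolute log2 fold change of at least 1. The scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The permutation tests and the window test were tested on simulated data with known changes. Of 200 simulated windows with an 8-fold loss, the window test recovered 78.5% with 2 against 2 samples (0.63% of the called windows were false). It recovered 100% of 200 windows with a 4-fold gain in 12 against 12 samples (0% false). The simulated changes were placed only in windows with counts well above the minimum for testing. The spread was assumed, and most of the 10000 simulated windows were unchanged. These rates therefore do not describe windows with few calls, or a contrast in which 52.9% of windows changed.

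The named windows were, for each of 3 contrasts, the 3 with the smallest p among changed windows whose direction was the same in every pair of samples with the same replicate number, at least 2 kb apart. The 1 kb upstream of *ROS1* was named in addition.

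Alternatives fixed before the files arrived were other coverage minimums (none or 10), only sites covered by 8 to 12 reads, depth from all listed CG sites, counting listed cytosines, 1 to 4 DAI only, TMM normalization, DESeq2 1.42.0 with the usable depth or with its own size factors, other thresholds, only the contrasted groups in the fit, leaving out each replicate, and the replicate block. A common call threshold, depth from CG sites outside genes and local depth per window were added after seeing the data. The annotation given holds no transposable elements, so a planned comparison of the edges and interiors of these elements was left out. RNA-seq data and other mutants are not in the files analysed here.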

Results

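DNA methylation was profiled by MethylC-seq, whole-genome bisulfite sequencing, in dry and germinating seeds of *Arabidopsis thaliana*. Bisulfite converts unmethylated cytosine so that it is read as T, and a cytosine still read as C is counted as a methylated base call. The 24 samples comprised 2 genotypes at 6 stages with 2 biological replicates in each of the 12 groups. Col-0 is the reference accession, and *rdd* is a triple mutant in the DNA demethylase genes *ROS1*, *DML2* and *DML3*. The stages were dry seed and seeds or seedlings at 0, 1, 2, 3 and 4 days after imbibition (DAI), where 0 DAI is the end of 4 days of cold stratification in the dark. Methylation was measured in the CG, CHG and CHH contexts (H is A, C or T), written mCG, mCHG and mCHH. Each sample listed between 2683412 and 5287911 methylated cytosines, covered by between 14558248 and 52978647 base calls. The usable depth, the mean coverage at CG sites methylated in nearly all samples, lay between 3.27 and 8.63 reads per cytosine strand. Levels are estimates, since the files list only cytosines called methylated, and each is the number of methylated base calls per reference cytosine of the context divided by the usable depth. The spread given for a group is the SD of 2 values, itself an uncertain estimate.

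The first question was how global methylation changes from the dry seed through germination. In Col-0, mCHH was 4.07% ± 0.27 (SD, n = 2) in dry seed and 5.01% ± 0.45 at 0 DAI. It then dropped to 2.95% ± 0.37 at 1 DAI, 1.56% ± 0.22 at 2 DAI, 1.37% ± 0.15 at 3 DAI and 1.04% ± 0.20 at 4 DAI. The level at 4 DAI was 20.7% of that at 0 DAI and 25.5% of that in dry seed. In *rdd*, mCHH was 3.39% ± 0.94 in dry seed, 4.85% ± 0.31 at 0 DAI, 3.00% ± 0.01 at 1 DAI, 1.24% ± 0.18 at 2 DAI, 1.21% ± 0.17 at 3 DAI and 0.90% ± 0.05 at 4 DAI (n = 2 each), and 18.5% of the 0 DAI level was left at 4 DAI. Over the 20 imbibed samples, the slope of mCHH was -0.961 percentage points per day, with -0.953 in Col-0 and -0.969 in *rdd*. A permutation test within genotype gave p = 1e-05, the smallest it can give, and p = 3.7e-05 after Benjamini-Hochberg adjustment over the 11 genome-wide tests. With days permuted within replicate number as well (the replicate block), the permutation p was again 1e-05. The pairing of samples by replicate number is taken from the labels. Replicate 1 had the higher usable depth in 11 of 12 groups and the higher mCHH in 10 of 12, but the mean correlation between groups of the CHH deviations of samples with the same number across 1-kb windows was 0.0052. Among the alternatives that keep the scale of the level, leaving out 0 DAI moved the slope most, to -0.614 percentage points per day over 1 to 4 DAI.

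**Figure D1:**
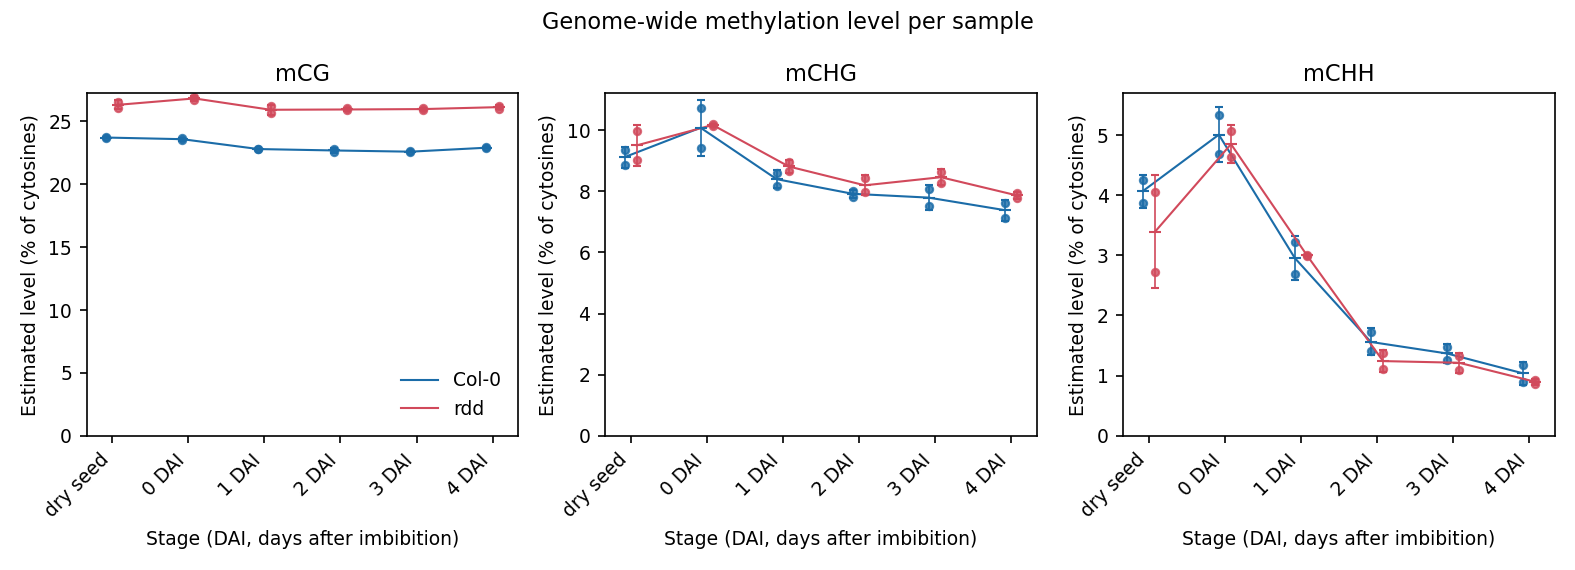
Estimated genome-wide level (percent of cytosines) of mCG, mCHG and mCHH against stage in Col-0 (blue) and *rdd* (red), with points for the 2 replicates, lines through the group means and bars for the SD. In Col-0, mCHH rose from 4.07% in dry seed to 5.01% at 0 DAI and fell to 1.04% at 4 DAI, while mCG of *rdd* lay above that of Col-0 at all 6 stages.

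The other contexts changed less. In Col-0, mCHG was 9.12% ± 0.34 (SD, n = 2) in dry seed, 10.08% ± 0.92 at 0 DAI and 7.38% ± 0.34 at 4 DAI. The corresponding values in *rdd* were 9.50% ± 0.67, 10.17% ± 0.05 and 7.87% ± 0.12 (n = 2 each). The mCHG slope over the imbibed samples was -0.548 percentage points per day (permutation p = 1e-05, the smallest it can give, adjusted p = 3.7e-05), and the replicate block, paired as above, left p at 1e-05. Over 1 to 4 DAI alone the mCHG slope was -0.287. In Col-0, 73.2% of the mCHG at 0 DAI was left at 4 DAI. When each 1-kb window was divided by its own depth, an alternative chosen after seeing the data that gives levels on a higher scale (22.5% and 22.0% in the Col-0 0 DAI replicates), 81.6% was left. For mCG, Col-0 had 23.72% ± 0.07 in dry seed, 23.59% ± 0.12 at 0 DAI, 22.81% ± 0.02 at 1 DAI, 22.69% ± 0.16 at 2 DAI, 22.60% ± 0.05 at 3 DAI and 22.91% ± 0.05 at 4 DAI (SD, n = 2 each). The mCG slope was -0.145 percentage points per day (permutation p = 0.012, adjusted p = 0.027; p = 0.016 with the replicate block). This slope rested on the step from 0 to 1 DAI, and over 1 to 4 DAI alone it was 0.0443 with a permutation p of 0.25.

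To ask when the change occurs, successive stages were compared with an exact permutation test stratified by genotype. With 36 arrangements, this test cannot give a p below 0.0556, so no single step can pass 0.05. The mCHH level changed by 1.199 percentage points from dry seed to 0 DAI, by -1.95 from 0 to 1 DAI, by -1.58 from 1 to 2 DAI and by -0.323 from 3 to 4 DAI. Each of these 4 steps had the smallest exact p of 0.0556 (adjusted p = 0.1 over the 18 comparisons of stages), and the replicates of the stages did not overlap in either genotype. The change of -0.110 from 2 to 3 DAI was within the spread between replicates (exact p = 0.44). For the gain from dry seed to 0 DAI, the differences were 1.199 percentage points for mCHH (0.939 in Col-0 and 1.46 in *rdd*) and 0.815 for mCHG (0.962 in Col-0 and 0.668 in *rdd*), both at exact p = 0.0556 (adjusted p = 0.076 over 11 tests). The mean change of mCG, 0.187, was not distinguishable from replicate error (exact p = 0.44), and the genotypes went opposite ways. In Col-0 it was -0.130, with overlapping replicates, and in *rdd* 0.505, with both 0 DAI replicates above both dry seed replicates. The difference of 0.635 between the genotypes was not past 0.05 (exact permutation p = 0.56, adjusted p = 0.90 over 8 differences). This test cannot decide whether the genotypes differ in this change. It exchanges genotype labels within stage, and mCG differed between the genotypes by at least 2.61 percentage points at each stage. Exchanged labels therefore give larger differences by themselves. With the replicate block the exact p was 0.125 for mCHH and mCHG, the smallest that blocked test can give, and 0.5 for mCG. Dividing by the depth at CG sites outside genes, chosen after seeing the data, changed these values most for 2 of the contexts, to 0.171 for mCHG and -1.36 for mCG. The mCHH gain was 1.70 with a coverage minimum of 10.

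To locate the loss, methylated base calls in 1-kb windows were compared with edgeR's quasi-likelihood test (Benjamini-Hochberg FDR under 0.01 and an absolute log2 fold change of at least 1). In Col-0, 19579 of the 37020 tested CHH windows (52.9%) changed between dry seed and 4 DAI, and all of them were lower at 4 DAI. In *rdd*, 17493 windows (47.2%) changed, again all lower at 4 DAI. No window passed for the interaction of genotype with this contrast. Between dry seed and 0 DAI of Col-0, 0 CHH windows passed, although the genome-wide mean rose. Between dry seed and 4 DAI of Col-0, 0 of 35288 CHG windows and 0 of 72166 CG windows passed. With the replicate number as a replicate block, taken from the labels and checked as above, the counts were 20564 for Col-0 and 17795 for *rdd*, and the other counts stayed at 0. These counts, from 2 against 2 samples, were sensitive to the processing: with only sites covered by 8 to 12 reads, 0 windows passed in Col-0 and 7 in *rdd*. TMM normalization, which sets the bulk of windows to no change, left 63 and 82, of which 12 and 4 were higher at 4 DAI.

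The rule for naming windows, set before the files arrived, gave 3 CHH windows for this contrast. The window on chromosome 4 from 4335001 to 4336000 (TAIR10) lies between genes, 832 bp from the pseudogene AT4G07521 and 637 bp from the pseudogene AT4G07522. Its mCHH in Col-0 was 43.4% ± 2.2 (SD, n = 2) in dry seed, 54.2% ± 0.09 at 0 DAI and 1.69% ± 0.03 at 4 DAI, from at least 482 methylated base calls per dry seed sample and 16 to 19 per 4 DAI sample. The log2 fold change was -4.67 (edgeR FDR = 1.8e-05). In *rdd* the same window had 30.5% ± 3.0 in dry seed and 1.10% ± 0.31 at 4 DAI. The window on chromosome 1 from 1638001 to 1639000 lies between *UGT75B2* (AT1G05530, 87 bp away) and AT1G05540 (223 bp away). It had 13.8% ± 0.1 in Col-0 dry seed and no methylated base call used at 4 DAI in either replicate, where 3 calls, the smallest level shown, would make 0.33% (log2 fold change -10.1, edgeR FDR = 1.8e-05), while *rdd* went from 22.1% ± 5.0 to 3.51% ± 0.03. The window on chromosome 2 from 4456001 to 4457000, 507 bp from the pseudogene AT2G11210 and 1154 bp from AT2G11205, fell from 38.9% ± 3.9 to 2.31% ± 0.48 in Col-0 (log2 fold change -4.06, edgeR FDR = 1.8e-05). The replicate block gave log2 fold changes of -4.67, -10.1 and -4.08 for the 3 windows. Under the coverage band of 8 to 12 reads they were -3.63, -8.25 and -3.54, with edgeR FDR of 0.031, 0.019 and 0.017.

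The CHH sequences methylated by the *CMT2* chromomethylase are mostly CAA and CTA, together called CWA (W is A or T), so the share of CHH methylated base calls in CWA was followed as a measure of which CHH sites keep methylation. In Col-0, the share was 55.2% ± 0.5 (SD, n = 2) in dry seed, 54.5% ± 0.6 at 0 DAI, 57.9% ± 0.7 at 1 DAI, 66.8% ± 2.2 at 2 DAI, 69.2% ± 1.0 at 3 DAI and 72.8% ± 1.9 at 4 DAI. In *rdd*, it went from 52.6% ± 0.7 at 0 DAI to 74.6% ± 0.5 at 4 DAI. The slope over the imbibed samples was 5.29 percentage points per day, with 4.79 in Col-0 and 5.79 in *rdd* (permutation p = 1e-05, the smallest it can give, adjusted p = 3.7e-05). The replicate block gave the same p. A coverage minimum of 10 moved the slope most, to 4.56. The log2 ratio of mCHH in chromosome arms to mCHH in pericentromeres was -2.36 ± 0.18 at 0 DAI and -2.49 ± 0.08 at 4 DAI in Col-0 (SD, n = 2). In *rdd* it was -2.17 ± 0.04 at 0 DAI, -2.19 ± 0.19 at 3 DAI and -2.45 ± 0.04 at 4 DAI. Its slope of -0.027 per day (-0.011 in Col-0 and -0.042 in *rdd*) was not larger than expected from replicate error (permutation p = 0.21, adjusted p = 0.23, and p = 0.17 with the replicate block). The alternatives ranged from -0.040 with the common call threshold (permutation p = 0.060) to 0.0074 over 1 to 4 DAI alone (permutation p = 0.80). The lowest permutation p was 0.055, with pericentromeres defined by gene coverage under 25%.

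**Figure D2:**
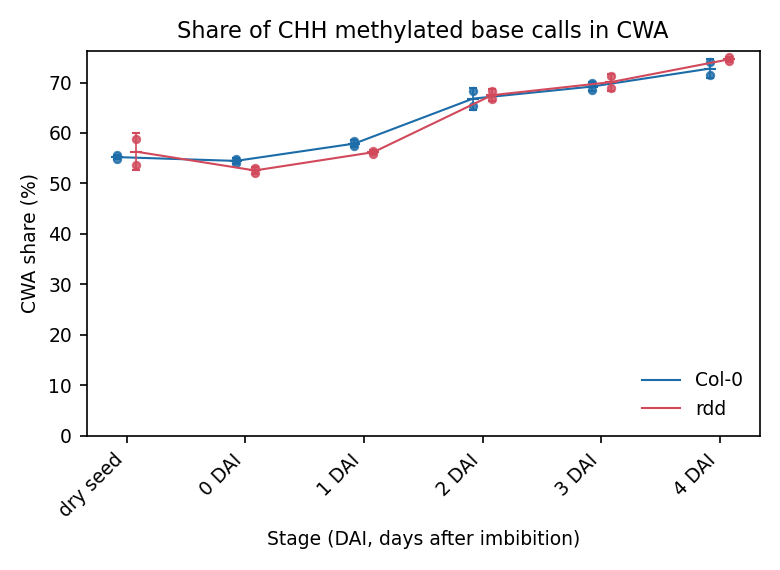
Share (percent) of CHH methylated base calls that lie in the CWA sequence against stage in Col-0 (blue) and *rdd* (red), with points for replicates, lines through the means and bars for the SD of 2 replicates. The share rose from 54.5% at 0 DAI to 72.8% at 4 DAI in Col-0 and from 52.6% to 74.6% in *rdd*.

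The mutant was included to ask whether the demethylases take part in the loss. Averaged over the 6 stages, mCHH of *rdd* minus Col-0 was -0.234 percentage points (exact permutation test within stage, p = 0.089, adjusted p = 0.11 over 11 tests), and *rdd* was higher in 3 of 12 pairs with the same stage and replicate number. For mCHG the difference was 0.386 percentage points (exact permutation p = 0.019, adjusted p = 0.035), with *rdd* higher in 11 of 12 pairs. For mCG it was 3.14 percentage points (exact permutation p = 4.3e-05, the smallest the test can give, adjusted p = 0.00012), with *rdd* higher in 12 of 12 pairs and by between 2.61 and 3.39 at each stage. The mCG of *rdd* was 26.33% ± 0.35 in dry seed, 26.83% ± 0.17 at 0 DAI and 26.14% ± 0.17 at 4 DAI (SD, n = 2 each). With the replicate block the exact permutation p was 0.072 for mCHH, 0.0083 for mCHG and 0.00049 for mCG, the last being the smallest that blocked test can give. Depth taken from all listed CG sites turned the mCHG difference into -0.207 and reduced the mCG difference to 1.90. The same depth gave an mCHH difference of -0.482 (exact permutation p = 0.0026).

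Over all stages, the genotypes differed in 16526 of 72166 CG windows (22.9%), of which 14184 were higher and 2342 lower in *rdd*. In CHG, 6543 of 35288 windows (18.5%) differed, with 6063 higher and 480 lower. In CHH, 5576 of 37020 windows (15.1%) differed, with 4657 higher and 919 lower, so that many windows were higher in *rdd* while the genome-wide mCHH was not. The counts with the replicate block were 16497, 6525 and 5475 for CG, CHG and CHH. A local depth offset, chosen after seeing the data and limited to windows with at least 5 CG sites methylated in nearly all samples, moved the counts most, to 1808, 2355 and 1218.

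**Figure D3:**
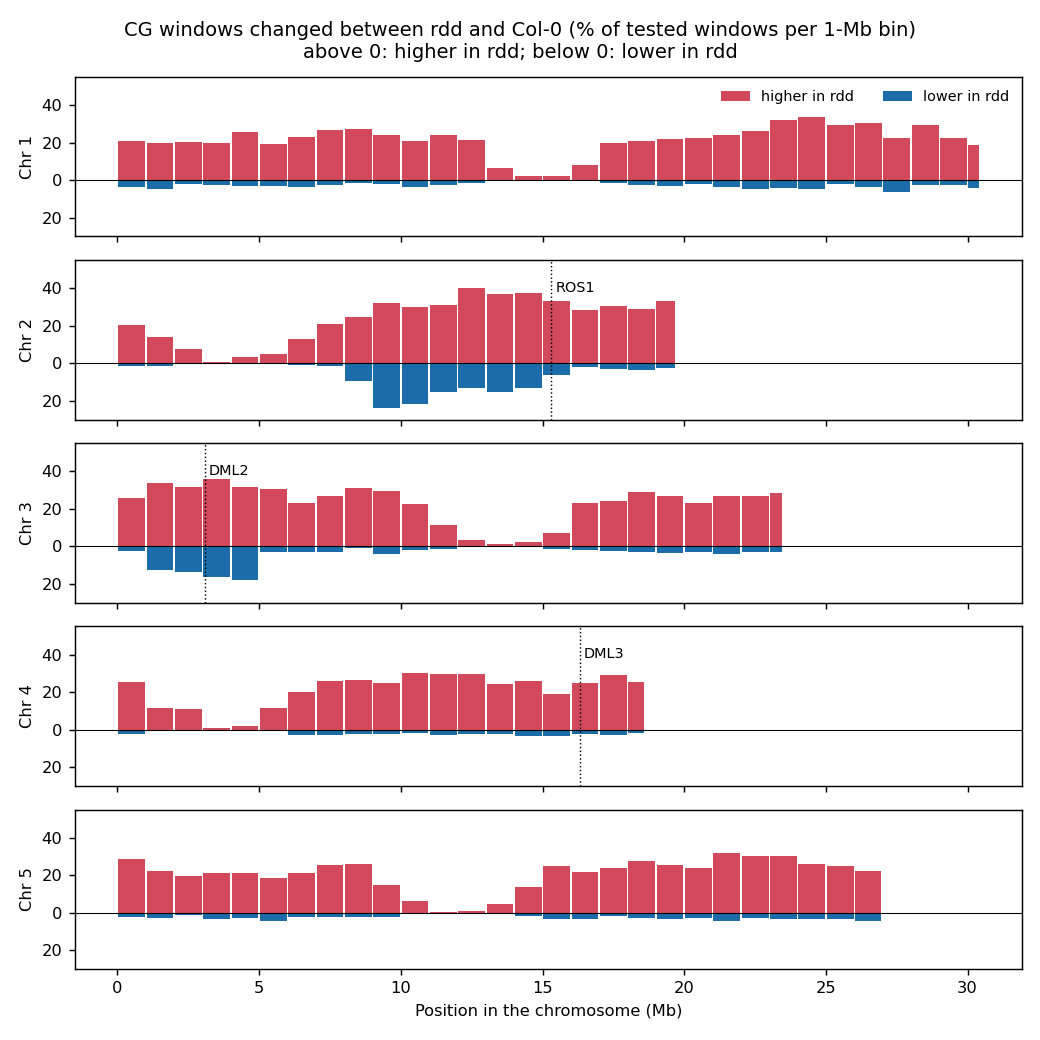
Percent of tested 1-kb CG windows in each 1-Mb bin along the 5 chromosomes (position in Mb) that were higher in *rdd* (red bars, upward) or lower in *rdd* (blue bars, downward) than in Col-0, with dotted lines at *ROS1*, *DML2* and *DML3*. The windows lower in *rdd* crowd on chromosome 2 from 9000001 to 15000000 and on chromosome 3 from 1000001 to 5000000, where they make up 16.6% of windows against 2.92% in the other bins of the arms.

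The 3 CG windows named by the rule were methylated in *rdd* and almost not in Col-0. Estimates above 100% occur because each window is divided by the genome-wide depth of the sample. On chromosome 2, the windows from 10491001 to 10492000 and from 10488001 to 10489000 both overlap the pseudogene AT2G24660, the former over all of its 1000 bp and the latter over 861 bp, in sequence annotated as exon without coding sequence. Their mCG estimates were 137% ± 19 (SD, n = 12) in *rdd* against 0.08% ± 0.20 in Col-0 and 115% ± 11 against 0.07% ± 0.26. The log2 fold changes were 10.1 for both (edgeR FDR = 5.6e-19 and 1.3e-18). On chromosome 4, the window from 7382001 to 7383000 overlaps the non-coding RNA gene AT4G02895 by 700 bp, of which 396 bp are exon and 304 bp intron. It had 103% ± 14 in *rdd* and 0.07% ± 0.25 in Col-0 (log2 fold change 9.76, edgeR FDR = 5.6e-18). In *rdd* these windows held between 156 and 755 methylated CG base calls per sample, against 0 to 3 in Col-0. With the replicate block the log2 fold changes were 10.1, 10.1 and 9.75, and leaving out either replicate gave values between 8.95 and 11.9.

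Of the 3 named CHH windows, 2 were lower in *rdd*. The window on chromosome 2 from 9635001 to 9636000 overlaps the microRNA gene *MIR405a* (AT2G22668) by 113 bp of exon and lies 346 bp from *IAA8* (AT2G22670). Its mCHH was 17.2% ± 6.5 in Col-0 and 0.01% ± 0.04 in *rdd* (SD over stages, n = 12, log2 fold change -9.78, edgeR FDR = 1.2e-17). The window on chromosome 2 from 11597001 to 11598000, between AT2G27130 (453 bp away) and AT2G27140 (305 bp away), had 32.7% ± 18.6 and 0.03% ± 0.10 (log2 fold change -10.1, edgeR FDR = 4.5e-17). The window on chromosome 4 from 8613001 to 8614000, 60 bp from *FAR1* (AT4G15090) and 292 bp from AT4G15080, had 0.03% ± 0.07 in Col-0 and 27.4% ± 16.5 in *rdd* (log2 fold change 9.30, edgeR FDR = 4.4e-17). Other contexts followed in the latter 2 windows. The window at 11597001 held 2439 CG base calls over the Col-0 samples and 6 over the *rdd* samples, and the window at 8613001 held 0 and 2024. Unmethylated cytosines are not listed. Sequence that is absent from *rdd* or whose reads do not map would therefore give the same values near 0 in the 2 windows lower in *rdd*. The replicate block gave log2 fold changes of -9.81, -10.1 and 9.31 in the order named, and without either replicate they stayed between -11.8 and -8.84 for the lower windows and between 8.95 and 9.59 for the higher one.

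The 1 kb upstream of *ROS1* (AT2G36490, chromosome 2 from 15307907 to 15314807 on the minus strand) was examined because it was named before the files arrived. It spans 15314808 to 15315807, overlaps no annotated gene and holds 48 CG, 17 CHG and 218 CHH cytosines. The mCG estimate was 6.2% ± 2.6 in Col-0 and 9.2% ± 5.7 in *rdd* (SD, n = 12 each, exact permutation p = 0.093, adjusted p = 0.14 over 3 tests). For mCHG, Col-0 had 2.3% ± 3.5, and no CHG base call of *rdd* was used (exact permutation p = 0.042, adjusted p = 0.125). In the shallowest sample 3 calls would make 5.4% there, so this difference was below what single samples can show. The mCHH estimates were 0.58% ± 0.83 and 0.40% ± 0.45 (exact permutation p = 0.51). With the replicate block the exact permutation p was 0.15 for mCG, 0.0625 for mCHG and 0.51 for mCHH. Only 2 to 38 methylated CG base calls per sample lay in this stretch, so smaller differences were not detectable at this depth. Without a coverage minimum the mCG difference rose from 3.01 to 9.59 percentage points (exact permutation p = 4.3e-05, the smallest the test can give), and with a minimum of 10 it was -3.68.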

Values the study reported

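The study reported a global mCHH level of about 3% in dry seed when stages of seed development were compared. That series is from the accession Ws-0, in which the study states that global methylation is much lower than in Col-0. The value is therefore not a counterpart of the Col-0 level given here. It found 166,441 differentially methylated regions between Col-0 dry seed and the stages of germination. More than 95% of the regions found were in the CHH context, and none in the CG context passed its criteria for germination. The CHH regions of germination covered 18 Mb, or 15% of the genome.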

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

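The CWA share of CHH base calls rose faster in *rdd* than in Col-0. The slopes over 0 to 4 DAI differed by 1.0021 percentage points per day, which was flagged because the difference between the genotypes itself passed an exact permutation test of the genotype labels within day (p = 0.0062, Benjamini-Hochberg adjusted p = 0.049 over 8 such differences). The adjusted value is close to 0.05, and the other 7 differences, over mCHH, mCHG, mCG and the arm to pericentromere ratio, gave exact permutation p from 0.50 to 0.90. For mCG this test cannot decide, because mCG differed between the genotypes by at least 2.61 percentage points at each stage. Exchanged labels then give large differences by themselves. At 0 DAI the share was lower in *rdd* (52.6% ± 0.7 against 54.5% ± 0.6, SD, n = 2), and at 4 DAI it was higher (74.6% ± 0.5 against 72.8% ± 1.9), where the replicates of Col-0 span 71.4% to 74.1%. Of 2 technical explanations tested, with predictions written before the results, a call threshold that differs between samples left a difference of 0.85493 percentage points per day once the common call threshold was applied (exact permutation p = 0.034), and depth differing between samples left 1.3406 with only sites covered by 8 to 12 reads (exact permutation p = 0.0031). Without replicate 1 it was 0.726 (exact permutation p = 0.25) and without replicate 2 it was 1.28 (exact permutation p = 0.125), tests with only 32 arrangements. The direction held in all of these settings, but the support comes from both replicates together. The band of 8 to 12 reads keeps the differing call thresholds. In CHH, 2 methylated base calls were enough up to a coverage of 12 and 11 in the *rdd* 0 DAI replicates. The limit was 10 and 9 in Col-0 at 0 DAI, and 5 or less at 4 DAI. The band was not combined with the common call threshold for this difference, so both explanations acting together are not excluded. Segments of another strain, contamination and library batches were not tested for this result, so a biological difference, such as demethylases acting unevenly on CHH sequences, may be proposed only as a hypothesis beside them. No group has enough samples for a test of outlying samples.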

How the results depend on the processing

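Of 20 headline results, 6 kept their direction and their side of the 0.05 threshold under every alternative. For the slopes of mCHH, mCHG and the CWA share and for the mCG difference between the genotypes, this means that each alternative stayed past the threshold. The differences in mCHH and mCHG between 0 DAI and dry seed were never past it, since their design cannot give a smaller p than 0.0556, so for them only the direction was kept. The mCHG difference was not stable in size: it was 0.171 (exact permutation p = 0.28) with depth outside genes and 0.661 (exact permutation p = 0.22) without a coverage minimum. Among the 269 rows of headline results, 218 kept their reading, 6 were weaker, 5 stronger, 34 moved and 6 reversed. The named windows and the *ROS1* upstream region had 9 weaker, 1 stronger and 4 reversed among 122 rows.

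The mCG slope was -0.1449 (permutation p = 0.20) with a coverage minimum of 10 and -0.00979 (permutation p = 0.94) with depth from CG sites outside genes. It was 0.0157 (permutation p = 0.52) when listed cytosines were counted and 0.0443 (permutation p = 0.25) over 1 to 4 DAI. Without either replicate it ranged from -0.168 to -0.121. These fits leave 1 sample per group, so they do not show that the slope is past 0.05 in either replicate alone. The mCG difference of 0 DAI from dry seed became -0.299 when listed cytosines were counted and -1.36 with depth outside genes. Other alternatives went the other way. With depth from all listed CG sites the slope was -0.212 (permutation p = 0.00095) and the difference 0.480, and with local depth, whose levels are on a higher scale, they were -0.464 (permutation p = 0.00048) and 0.752. The choice of depth thus moved both mCG results in either direction, and no test compared the choices. The setting outside genes also divides calls inside genes by the depth outside them. With each region divided by its own depth, Col-0 mCG in genes was 14.41% in dry seed, 14.19% at 0 DAI and 14.21% at 4 DAI. Outside genes it was 37.23%, 37.36% and 35.6%. In Col-0, neither region thus fell by as much as 1.36 from dry seed to 0 DAI. Such values by stage were not compared for *rdd*. Over 1 to 4 DAI the arm to pericentromere slope was 0.0074.

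Among the settings with both replicates, the mCHH difference between the genotypes passed 0.05 with depth from all listed CG sites (-0.482) and with the common call threshold (-0.301). It also did with that threshold and coverage of 8 to 12 (-0.252) and with local depth (-0.572, on a higher scale). The difference was -0.348 without replicate 2 and -0.120 without replicate 1, so its size depended on the replicate. Each of these fits leaves 1 sample per group, so no test is read from them. The mCHG difference was 0.296 without a coverage minimum, -0.207 with depth from all listed CG sites, and 0.230 to 0.542 without either replicate. The mutant lists more CG sites, so the coverage summed over all listed CG sites is higher in it for the same number of reads, and this could lower its levels in every context.

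For CHH windows between dry seed and 4 DAI, counts in Col-0 and *rdd* were 63 and 82 with TMM. Of these, 12 and 4 were higher at 4 DAI. The size factors of DESeq2 gave 1222 and 1181, of which 222 and 228 were higher at 4 DAI. Coverage of 8 to 12 gave 0 and 7, and the common call threshold 8735 and 7608, all of them lower. Both normalizations assume that most windows do not change and could cancel a loss shared by most of the genome. The coverage band and the common call threshold discard calls, which could leave fewer windows past the FDR with 2 against 2 samples. Whether this or a smaller estimated loss lowered the counts was not tested. In the 3 named windows the log2 fold changes were -3.63, -8.25 and -3.54 under the band, smaller than in the main setting (-4.67, -10.1 and -4.06). With the common call threshold they were -4.59, -10.1 and -4.02. In *rdd*, 26702 passed at FDR 0.05 and 5874 with only the contrasted groups. Leaving out 1 sample gave 4918 to 13748 windows in Col-0 and 5311 to 18122 in *rdd*. The interaction had 6 windows with DESeq2 and the usable depth, 13 with its own size factors and 0 to 5 without 1 sample. From dry seed to 0 DAI, 1 window passed with only the contrasted groups. For the Col-0 windows in other contexts, CHG had 12 without a coverage minimum, 1 with local depth, 5 with DESeq2 and the usable depth and 1 with its own size factors, and CG had 1 with the latter.

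For *rdd* against Col-0, coverage of 8 to 12 gave 3419 CHH, 3690 CHG and 7034 CG windows, and local depth gave 1218, 2355 and 1808. Local depth needs CG sites methylated in both genotypes and so leaves out windows methylated in only 1 of them. Without either replicate the ranges were 2103 to 3284, 3850 to 5358 and 6304 to 12294. Directions were kept in all of them.

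Upstream of *ROS1*, the mCG difference was 9.59 without a coverage minimum (exact permutation p = 4.3e-05), -3.68 with a minimum of 10 and -0.0379 with coverage of 8 to 12. It was 5.96 without replicate 1 and 0.0729 without replicate 2. The mCHH difference was 0.119 without a minimum and from -0.370 to 0.0186 without either replicate. At this depth the stretch cannot settle a difference. The planned comparison of transposable element edges, with its alternatives, was not run because the annotation holds no such elements.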

Other observations

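The windows that differ between the genotypes do not arise from arbitrary splits of the samples. Among 40 splits of the samples within stage, only 1, the real split, gave as many windows in each of CHH, CHG and CG, and the other splits gave 0 windows. A split can show that the genotypes differ, but not that the lost demethylases are the reason, since seed lots and strain background differ with genotype.

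CG windows lower in *rdd*, the direction opposite to that of most windows, were not spread evenly. In 10 of the 1-Mb bins their share was over 3 times the genome-wide one. These bins form 2 runs, on chromosome 2 from 9000001 to 15000000 and on chromosome 3 from 1000001 to 5000000. The runs hold 934 of the 2342 lower windows (39.9%), and 16.6% of their windows were lower against 2.92% in the 87 other bins of the arms, while 33.9% against 24.6% were higher. *DML2* (AT3G10010, chromosome 3 from 3081735 to 3088550) lies in the run on chromosome 3. *ROS1* starts at 15307907, just beyond the run on chromosome 2, and *DML3* (AT4G34060, chromosome 4 from 16313366 to 16319426) lies in neither. The ends of the runs rest on the 3-fold cutoff. In the bin from 15000001 to 16000000, which holds *ROS1*, 6.33% of windows were lower, so the excess may reach over this gene. A candidate explanation is that *rdd* carries segments of another strain around mutant alleles that were crossed into Col-0. If so, CG sites lost one at a time in every *rdd* sample, as single base differences would cause, should be more frequent in the runs, and reads should map less well there. Singly lost CG sites were 19.1 per 1000 in the runs and 7.30 in the other bins, a ratio of 2.621. The depth of *rdd* relative to Col-0 in the runs was 95.758% of that in the other bins of the arms (permutation p over bins 2e-05, the smallest it can give is 1e-05). That test looked only for lower depth and took the bins as independent. The 10 bins form only 2 runs of neighbours, so its p overstates the evidence. By bin, this relative depth was 0.919 to 0.995 in the run on chromosome 2. In the run on chromosome 3 it was 1.012, 0.997, 0.981 and 1.014, against 1.020 in the other bins of the arms. Those other bins include values as low as 0.971, so lower depth is not shown for the run on chromosome 3. The prediction on depth was made before its result and the one on single sites after. Methylation inherited with the segment, or lost directly in these bins, could also remove single sites. An earlier version of the test, which asked for 100-kb bins with at least 10 times the median frequency of singly lost sites, found no such bin, so that 0% of lower windows and 0% of higher windows lay in them; the bound was too high for the test to tell anything about sequence variants of another strain. Strain segments remain open for this pattern, and for the 4 named windows that lie in the run on chromosome 2. No sequence was available to settle it.

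In the pericentromeres, mCHH was 7.74% in Col-0 and 6.66% in *rdd* averaged over stages, a difference of -1.085 percentage points (exact permutation p = 0.00056, adjusted p = 0.00096 over 12 combinations of region and context), while it was -0.022 in the arms (exact permutation p = 0.83). The pattern was seen first and its explanations were then tested with predictions written before their results. Coverage shifted between regions of the genome left a difference of -1.3236 with local depth, whose size is not on the scale of the main value, so that only its direction and test bear on this. A call threshold that differs between samples left -1.204 with the common threshold. Segments of another strain in *rdd* on chromosomes 2 and 3 would lower only those chromosomes, but pericentromeric mCHH was lower on 5 of 5 chromosomes. The differences were -1.16, -1.11 and -1.09 percentage points on chromosomes 1, 4 and 5, which such segments would not lower. They were largest on chromosomes 2 and 3 (both -1.31), so a part there stays open, although the runs lie outside the pericentromeric bins. All 5 values exceed in size the -1.085 of the pericentromeres together. They are thus on another scale, and only their directions and order are used. Differences between seed lots or library batches were not tested, so a loss of CHH methylation in heterochromatin of the mutant may be put forward only as a hypothesis.

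The gain of mCHH from dry seed to 0 DAI coincided with a shift of coverage away from genes in Col-0 0 DAI replicate 1, whose depth ratio outside to inside genes was 1.66. Coverage shifted between genes and the rest of the genome could therefore have made part of the gain. With local depth, the relative gain was 21.419% as the mean of both genotypes (12.6% in Col-0 and 30.2% in *rdd*) against 33.1% in the main setting, and every 0 DAI sample stayed above every dry seed sample of its genotype. The prediction was written after the result was seen. Part of the gain may be due to coverage, and part remains.

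The replicates of *rdd* dry seed differed more than those of other groups: mCHH of replicate 2 was 67.2% of that of replicate 1 (2.73% against 4.06%). With local depth it was 79.245%, a prediction written after the result, and with coverage of 8 to 12 and the common call threshold it was 75.949%. Both corrections moved the replicates closer without joining them. The common call threshold alone left them further apart than the main setting did (2.15% against 3.61%). Uneven coverage and the lower depth of replicate 2 thus cannot be told apart from a difference between the seeds. No biological explanation was tested, as both replicates have the same group.

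Replicate 1 had the higher mCHH in 10 of 12 groups and the higher depth in 11. With coverage of 8 to 12 and the common call threshold, it was higher in 7 of 12 groups, so deeper sequencing of replicate 1 may be part of the reason. Replicate 1 also had the higher mCHG in 11 groups, the higher mCG in 9 and the higher mCHH with local depth in 9. Another difference between the replicates is therefore not excluded.

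A call threshold that differs between samples could also exaggerate the fall of mCHH, because 2 methylated base calls sufficed at higher coverage in dry seed and at 0 DAI than at 4 DAI. With coverage of 8 to 12 and the common call threshold, 25.313% of the Col-0 level at 0 DAI was left at 4 DAI, against 20.7% in the main setting. The prediction was written after the result, and most of the fall does not come from the threshold. The same concern applies to the rise of the CWA share, since weakly methylated CHH sites are lost first when calls thin out. Calls of the 0 DAI samples were thinned at random to the 4 DAI level and put through the strictest threshold. This uniform loss gave 11.136% of the rise on average (5.3% to 20.3% per sample), a prediction written before the result, so CWA sites may have kept methylation better than other CHH sites during germination. Library batches are not given in the labels and could not be tested.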
